A study of Vigna subterranea with 10 samples. Its data were reported in "Identification of Gene Modules Associated with Low Temperatures Response in Bambara Groundnut by Network-Based Analysis" (2016).

How the data were processed

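Bambara groundnut (Vigna subterranea) is an African grain legume for which no array was used here, so its leaf RNA was hybridised by the authors to the Affymetrix Soybean GeneChip, a short-oligonucleotide array designed on soybean. The authors followed 3 plants of genotype S19-3, each giving 1 mature leaflet at 27 °C (optimal), another once the plants had been moved to 23 °C (sub-optimal) and a last one after the move to 18 °C (very sub-optimal). Temperature therefore follows the order of sampling, leaf age, time in the pot and earlier sampling in every comparison, and none of these can be separated from it. The labels do not tie the replicate numbers to individual plants. They also give 3 days at each temperature in one place and sampling on the fifth day in another, and the text states no duration for that reason. Slides and scan dates are not given in the sources used here.

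The deposited table holds log2 expression values that the authors made with RMA, which corrects background, normalises arrays to one another and summarises probes into probe sets. The version is not given in the submitters' processing notes. Before RMA the authors removed probe pairs with weak hybridisation to bambara groundnut genomic DNA, and the threshold behind the deposited table is not stated. Of all values, 1312 lay above 16 and 1434 lay below 0, beyond what the log2 of a 16-bit scan allows, so some step in addition to RMA is unknown. Differences on this scale may therefore not equal true log2 fold changes, and fold sizes are given only as differences in log2 value. The table held 36578 soybean probe sets, of which 14503 had names starting with Gma and 22075 with GmaAffx. Probe sets of other organisms were not analysed here, and the column of the single genomic DNA array held 0 values, so neither could serve as a background filter. In that case the planned analysis used no filter, and all 36578 probe sets were tested. For arrays the number of arrays, here 3 per temperature and 9 in all, limits the precision.

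Names came from an annotation of the array that gives 8365 probe sets a single symbol, 356 several symbols and 27857 none. Of the single symbols, 6759 were placeholder locus names and 1606 were gene names. The study's own descriptions, available for 667 probe sets, were used for names only, including for probe sets with several symbols. Together 2183 probe sets (5.97%) had a usable name. The described probe sets are those the study picked as changed in these same arrays, so a group built from them is not independent evidence of its direction. A soybean probe set read with bambara groundnut RNA can also bind several members of a gene family.

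Differences between temperatures were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, all 9 arrays in one model with 6 residual degrees of freedom). P-values were adjusted by the Benjamini-Hochberg method over the 36578 probe sets and called at adjusted p under 0.05. The planned test draws every probe set's variance towards one common value and is called the constant-prior limma fit (prior degrees of freedom 1.62). An alternative, also chosen before the data were examined, lets that value depend on the mean level and treats outlying variances robustly, and is called the variance-trend limma fit. The median replicate SD fell from 1.70 for probe sets with a mean log2 value of 4 to 6 to 0.18 above 14, so a common variance overstated the error of bright probe sets. The decision to give the variance-trend fit as much room as the planned fit was made after the counts of both had been seen. Both fits are therefore named beside their counts, and SEs are those of the variance-trend fit. P-values measure the spread between leaflets of 3 plants.

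Both fits were tested on simulated data made for the 18 °C against 27 °C comparison, with 36578 probe sets, 200 of them changed, and 10 runs. The constant-prior fit recovered 0%, 4.78% and 35.3% of changes of 1, 2 and 4 log2 units, and the variance-trend fit 3.43%, 14.8% and 35.5%. Among probe sets with a mean of at least 10, a change of 2 units was recovered in 20.3% by the former and 62.5% by the latter. False calls made up 6.03% and 3.70% of all calls, respectively. The simulated noise was normal and independent, with the observed replicate SD of each probe set taken as its true SD. How far the rates depend on this setting was not tested.

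Gene groups were tested with camera in limma, which compares a list with all other probe sets at a preset correlation between genes, over 20 lists with Benjamini-Hochberg adjustment. The lists were photosystems and light harvesting, the Calvin cycle, starch and soluble sugars, heat shock proteins and chaperones, cold and dehydration proteins, lipids, phenylpropanoids and flavonoids, antioxidant enzymes, cell wall, pathogenesis-related proteins, the circadian clock, leaf senescence, wounding and jasmonate, ribosomal proteins, aquaporins, abscisic acid and ethylene, auxin and gibberellin, transcription factor families, markers of other tissues (nodule, seed, pollen) and housekeeping references. Their themes were fixed before the data were examined. Their symbols were written after the annotation but before any test, because it holds no descriptions. The same simulation shifted lists of 25 members, all with a mean of at least 10, by 0.70. All 10 shifted lists and 0 unshifted lists had an unadjusted camera p under 0.05. Genes were simulated as independent, so this does not show how camera behaves with correlated genes or after adjustment over 20 lists.

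Genes were named by a rule fixed beforehand. It took the 10 largest rises and 10 largest falls (5 each for 18 °C against 23 °C) among called, named probe sets whose 3 values did not overlap those of the other group, with 1 probe set per name, up to 4 called members of each list, and 11 transcription factor and stress genes the study singled out. Every gene named with a rise or fall thus had all 3 arrays on one side of all 3 arrays of the other temperature, unless stated. The overlap between comparisons was set against 100 simulations of unchanged groups that shared the 27 °C arrays.

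Alternatives planned beforehand were quantile normalisation, centring of each array on its median, a fit of the 6 arrays compared, the replicate number as a block, the methods' t-test, the variance trend, the study's thresholds (adjusted p under 0.01 and more than 2-fold), and leaving out each array. Filters on dim probe sets, the variance trend combined with each other choice, camera with a variance trend, a cell wall list without PAE1, the leave-out fits of the lists, the values of members whose call ended under a scaling and those of the DnaJ probe sets were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.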

Results

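Leaflets of bambara groundnut genotype S19-3 were profiled at 27 °C, 23 °C and 18 °C, with 3 arrays at each temperature. The design asks how leaf transcripts differ after a move to a sub-optimal and then a very sub-optimal temperature. Array medians lay between 7.89 and 8.11 log2 units. The mean median at 18 °C lay -0.12 from that at 27 °C and -0.11 from that at 23 °C, so changes at 18 °C are also given relative to this shift where it matters. Over all 36578 probe sets, arrays of one temperature correlated at 0.754 to 0.781 across probe sets and arrays of different temperatures at 0.742 to 0.774. Over the 7017 probe sets (19.2%) with a mean of at least 10, these ranges were 0.910 to 0.941 and 0.842 to 0.907, and the first 2 principal components held 34.8% and 18.8% of the variance. Differences below are in log2 units ± SE (n = 3 arrays per temperature), and a rise or fall given without a fit passed adjusted p under 0.05 in the variance-trend limma fit.

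At 23 °C the largest named rise over 27 °C was that of a pyridoxal phosphate phosphatase-related gene, from 7.26 ± 1.49 to 13.62 ± 0.66 (SD, n = 3), a difference of 6.36 ± 0.60 (adjusted p = 0.00105). Purple acid phosphatase 17, of a family that releases phosphate from organic compounds, rose by 5.16 ± 0.56 (adjusted p = 0.00229). WRKY43, a transcription factor that the study's annotation calls WRKY30, rose by 4.83 ± 0.52 (adjusted p = 0.00216). Phenylalanine ammonia lyase 1, the entry enzyme of phenylpropanoid synthesis, rose by 2.64 ± 0.33, the chloroplast chaperone heat shock protein 21 by 2.23 ± 0.24 and NADP-malic enzyme 4 by 2.21 ± 0.28. Rises were also called for a C3HC4 RING finger protein (3.05 ± 0.56), a MATE efflux transporter (2.88 ± 0.22), a haloacid dehalogenase-like hydrolase (2.62 ± 0.23) and an NTP pyrophosphohydrolase of the MazG type (2.26 ± 0.22).

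Among named probe sets the largest fall at 23 °C was smaller than the largest rise. Some unnamed probe sets fell to values near or below 0, where sizes have little meaning. A thioredoxin superfamily gene changed by -3.48 ± 0.41, a major facilitator superfamily transporter by -2.89 ± 0.19 and the clock gene pseudo-response regulator 7 by -2.55 ± 0.24 (adjusted p = 0.000941). CP12 domain-containing protein 2, a regulator of Calvin cycle enzymes, changed by -2.13 ± 0.40, copper/zinc superoxide dismutase 1 by -1.73 ± 0.29 and the purple acid phosphatase PAP14 by -1.67 ± 0.24. Further falls were those of a 2-oxoglutarate-dependent oxygenase (-2.16 ± 0.35), a putative plastid developmental protein of the DAG type (-1.92 ± 0.28), another MATE transporter (-1.85 ± 0.34) and a calcium-dependent lipid-binding protein (-1.63 ± 0.24).

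Of the 20 lists, aquaporins, the water channels of plant membranes, lay above other probe sets at 23 °C. Of 31 probe sets 2 rose, PIP2-6 by 1.60 ± 0.28 and PIP2-9 by 1.34 ± 0.23, 29 did not pass, and 4 rose when adjusted over the list alone. Their median difference was 0.35, 23 were higher, and camera gave adjusted p = 0.0169 at the preset correlation and adjusted p = 0.494 with an estimated correlation. This call ended without 27 °C replicate 3 (adjusted p = 0.162) or 23 °C replicate 3 (adjusted p = 0.113). In the cell wall list 2 of 25 probe sets rose, both of CEL12 (1.07 ± 0.17 and 0.99 ± 0.17), 5 rose when adjusted over the list alone, and camera gave adjusted p = 0.0702. The latter CEL12 probe set did not pass after quantile normalisation (adjusted p = 0.0505). Without PAE1, a step chosen after seeing the data, the list had a median of 0.58, and camera gave adjusted p = 0.0231, or adjusted p = 0.631 with an estimated correlation. Of 81 phenylpropanoid probe sets PAL2.1 rose (2.04 ± 0.35), and of 68 antioxidant probe sets the superoxide dismutase SODB rose (1.25 ± 0.21). Of 311 transcription factor probe sets 2 rose, WRKY43 and MYB118 (1.23 ± 0.17). None of the 27 cold and dehydration probe sets passed in either limma fit (median 0.40, camera adjusted p = 0.218). Among members that the study's annotation named, which is not independent evidence, ethylene-forming enzyme, the last step of ethylene synthesis, rose on 3 probe sets, by 1.07 ± 0.11 to 1.33 ± 0.20. Of 20 study-annotated photosystem and light-harvesting probe sets 3 fell, with a median of -0.22 over the 20. Centring each array left that median at -0.21 but took the adjusted p of the 3 to between 0.0613 and 0.1, and 1 of them stayed called after quantile normalisation.

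For 23 °C against 27 °C the constant-prior limma fit called 1 of 36578 probe sets (0 higher, 1 lower), an unnamed one, at -5.55 with adjusted p = 0.0264. The variance-trend limma fit called 284 (159 higher, 125 lower), among them that probe set, and 255 of them had a mean of at least 10. At unadjusted p under 0.05 the fits gave 2813 and 3445 probe sets, and the values of 5422 probe sets (14.8%) did not overlap between the groups, where chance gives 10%. The methods' t-test called 1 after adjustment. At the study's thresholds the constant-prior fit called 0, the variance-trend fit 64 (39 higher, 25 lower) and the methods' t-test 0, and without adjustment the latter gave 618 at p under 0.01 and more than 2-fold. Leaving out any 1 of the 27 °C or 23 °C arrays took the variance-trend count to between 96 and 155.

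**Figure D1:**
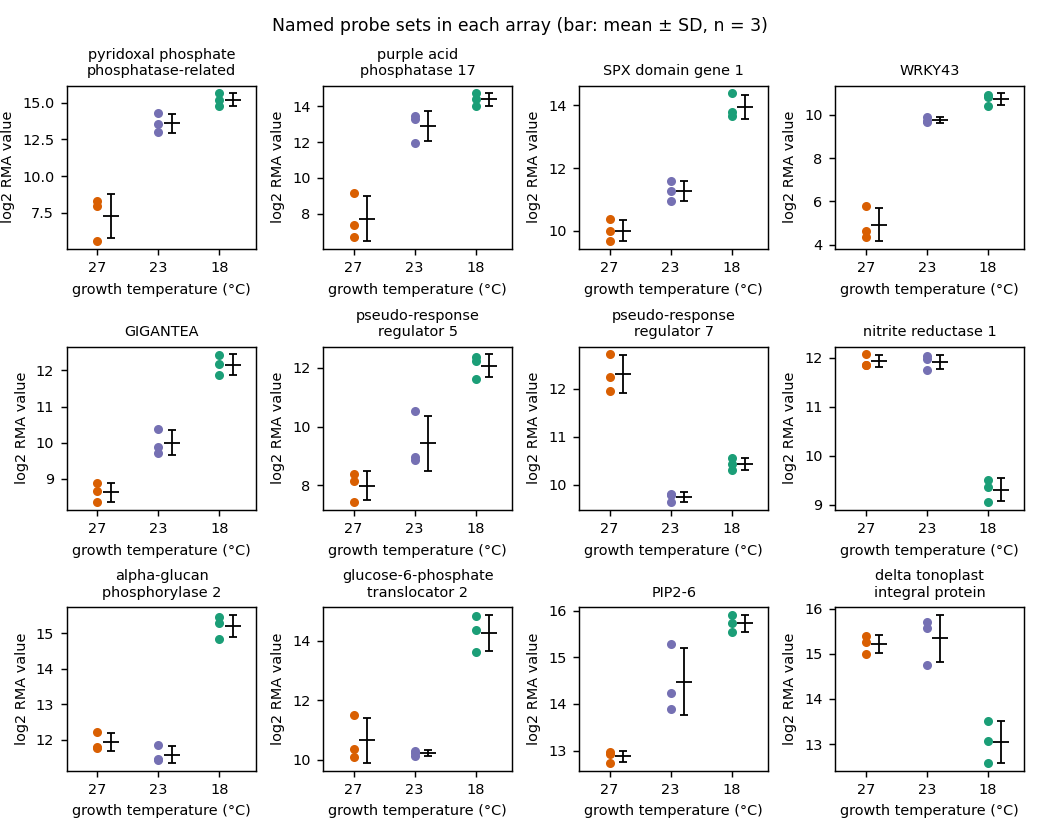
Log2 RMA values of 12 named probe sets in each of the 9 arrays, by growth temperature, with dots for arrays and bars for the mean ± SD (n = 3). Purple acid phosphatase 17 lies at a mean of 7.74, 12.9 and 14.37 at 27, 23 and 18 °C, while nitrite reductase 1 lies at 11.93, 11.92 and 9.31.

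At 18 °C the largest named rise over 27 °C was again that of the pyridoxal phosphate phosphatase-related gene, which stood at 15.22 ± 0.43 (SD, n = 3), a difference of 7.96 ± 0.60 (adjusted p = 0.0225 in the constant-prior limma fit and 0.000111 in the variance-trend fit). Purple acid phosphatase 17 rose by 6.63 ± 0.56 (adjusted p = 0.0336 and 0.000176), and SPX domain gene 1, a sensor of phosphate status, by 3.93 ± 0.26 (adjusted p = 0.0225 and 5.21e-05). The clock gene GIGANTEA rose by 3.54 ± 0.28 (adjusted p = 0.0225 and 0.000126). Nitrite reductase 1, which turns nitrite into ammonium in the plastid, changed by -2.63 ± 0.21 (adjusted p = 0.0336 and 0.000126).

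Both fits also called rises of WRKY43 (5.79 ± 0.52), an RNI-like protein (4.90 ± 0.51), a haloacid dehalogenase-like hydrolase (4.61 ± 0.23), an MtN21/EamA-like transporter (4.58 ± 0.26), SABATH2 (4.52 ± 0.86), which the study's annotation calls a jasmonic acid carboxyl methyltransferase, a MATE transporter (3.90 ± 0.22) and the glutathione S-transferase GST24 (3.37 ± 0.48). Both called falls of an S-adenosylmethionine-dependent methyltransferase (-6.09 ± 0.88) and a ubiquinol-cytochrome c chaperone (-4.85 ± 0.85), whose means at 18 °C were 2.48 and 3.45, in the dim range. In the variance-trend fit an AMP-dependent synthetase (4.60 ± 0.49), the sugar transporter SWEET42 (4.35 ± 0.94) and MDH-1 (4.21 ± 0.55) rose. In the same fit a ubiquitin-like protein (-5.45 ± 1.06), PGM (-4.41 ± 0.91), SOD1 (-4.27 ± 0.97), ATG3A (-3.81 ± 0.83), plantacyanin (-3.72 ± 0.54), aminopeptidase P1 (-3.42 ± 0.70), a thioredoxin (-2.72 ± 0.41) and copper/zinc superoxide dismutase 1 (-2.68 ± 0.29) fell. Dim values entered other changes as well, among them the ubiquitin-like protein at 18 °C (1.58 to 3.55). At 27 °C SABATH2 (3.69 to 4.15), SWEET42 (4.36 to 4.45) and WRKY43 (4.35 to 5.8) were dim too.

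All 20 study-annotated photosystem and light-harvesting probe sets fell at 18 °C, by 0.58 to 1.48 log2 units with a median of -0.97, or -0.85 relative to the shift of array medians, and all 20 fell under either scaling. A light-harvesting complex II gene changed by -1.48 ± 0.08, photosystem I subunit F by -1.30 ± 0.16 and photosystem I subunit O by -1.27 ± 0.16. These probe sets were chosen by the study on these arrays, so the count is not independent evidence of the direction, and the constant-prior fit called 0 of them. Of 11 photosystem probe sets found through array symbols, 1 fell (PSAD, -1.28 ± 0.26), 10 did not pass, and 3 fell when adjusted over the list alone (median -0.45, camera adjusted p = 0.265). None of 6 Calvin cycle probe sets passed in either limma fit (median -0.47, camera adjusted p = 0.620).

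**Figure D2:**
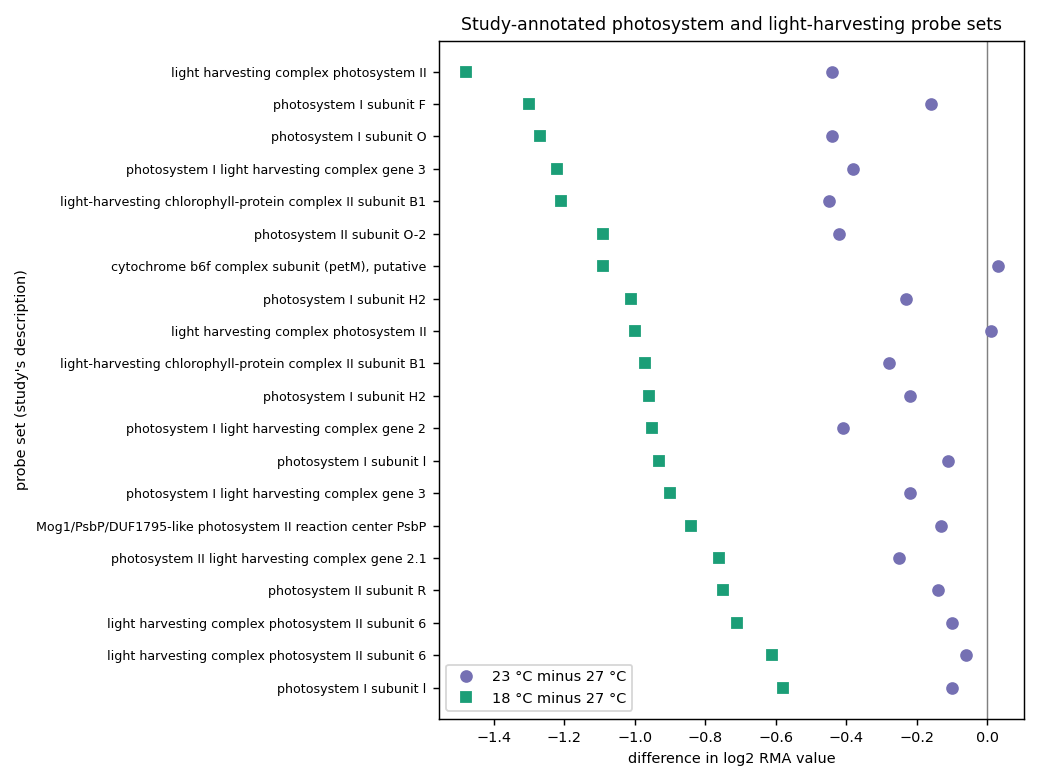
Difference in log2 RMA value from 27 °C for the 20 probe sets that the study annotated as photosystem or light-harvesting genes, at 23 °C (circles) and 18 °C (squares), each the mean of 3 arrays minus that of 3 arrays. All 20 squares lie between -1.48 and -0.58, and the circles lie between -0.45 and 0.03.

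The cell wall list lay above other probe sets at 18 °C. Of 25 probe sets 6 rose, 19 did not pass and 22 were higher, with a median difference of 0.74 (0.86 after centring), and 11 rose and 1 fell when adjusted over the list alone. Camera gave adjusted p = 4.62e-06 at the preset correlation and adjusted p = 0.202 with an estimated correlation. The risers were the proline-rich wall protein PRP2 (3.81 ± 0.49), 3 probe sets of CEL12 (1.12 ± 0.17 to 1.54 ± 0.32) and 2 of PAE1 (0.68 and 0.65), which the study's annotation matches to a proteasome subunit rather than a wall enzyme. Without the 3 PAE1 probe sets, a step chosen after seeing the data, the median was 0.92 and camera gave adjusted p = 4.16e-05, or adjusted p = 0.423 with an estimated correlation. Of 6 study-annotated cell wall probe sets, chosen on these arrays, 3 were higher and 3 lower, with a median of 0.14. The 1 called, a cellulose synthase (2.98 ± 0.65), did not pass after quantile normalisation (adjusted p = 0.0523).

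**Figure D3:**
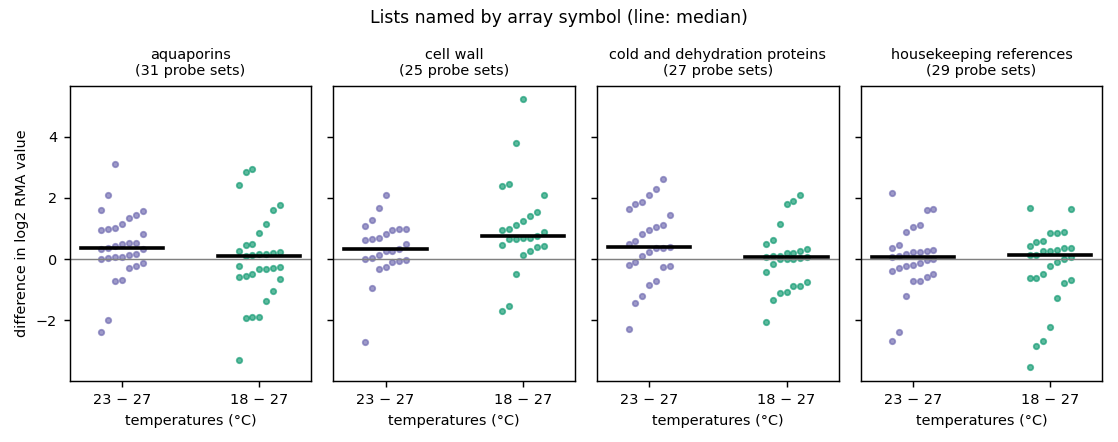
Difference in log2 RMA value from 27 °C for the members of 4 lists at 23 °C and 18 °C, with a dot per probe set and a line at the median. The cell wall medians are 0.32 and 0.74 and the aquaporin medians 0.35 and 0.10, while cold and dehydration proteins (0.40 and 0.06) and housekeeping references (0.06 and 0.13) were not called.

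Among 28 starch and sugar probe sets 3 rose and 2 fell (median 0.58, camera adjusted p = 0.265). The beta-amylase BMY2 rose on 2 probe sets (2.66 ± 0.43 on the more changed) with SWEET42, while PGM and the sugar transporter SWEET17 (-2.31 ± 0.35) fell. Of 81 phenylpropanoid probe sets 4 rose and 0 fell, namely CYP98A2 (2.15 ± 0.37), 4CL2 (1.93 ± 0.37) and 2 of PAL2.1 (1.77 ± 0.35 and 0.51 ± 0.09), 7 rose when adjusted over the list alone, and the median was -0.17 while camera pointed up (adjusted p = 0.633). Of 68 antioxidant probe sets GST24, SODB (1.47 ± 0.21) and GSTF5 (1.37 ± 0.27) rose and SOD1 fell (median -0.24, adjusted p = 0.620), although SOD1 did not pass after centring (adjusted p = 0.0543) or quantile normalisation (0.0572). Of 31 aquaporins PIP2-6 rose (2.86 ± 0.28) and PIP1-6 (-1.91 ± 0.31) and PIP1-10 (-0.48 ± 0.11) fell, 2 rose and 5 fell when adjusted over the list alone, and the median was 0.10 (adjusted p = 0.845). After centring PIP1-10 stood at -0.36 ± 0.12 and did not pass (adjusted p = 0.195), while after quantile normalisation it fell by 0.63. Of 39 auxin and gibberellin probe sets 4 fell, the gibberellin-regulated GASA3 (-2.40 ± 0.50) and GASA14 (-1.95 ± 0.38) and the auxin receptors AFB3B (-1.46 ± 0.21) and TIR1C (-0.72 ± 0.14), with 5 when adjusted over the list alone, a median of -0.04, a mean of 0.12 and camera adjusted p = 0.835.

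Of 311 transcription factor probe sets 4 rose and 1 fell, with WRKY43, WRKY56 (2.26 ± 0.46), WRKY23 (1.39 ± 0.21) and MYB118 (0.79 ± 0.17) among the risers and MYB57 (-1.25 ± 0.28) the faller (median 0.08, camera adjusted p = 0.633). Of 11 clock probe sets COL10 (-1.22 ± 0.11) fell and CRY2B (0.80 ± 0.17) rose (median -0.07, adjusted p = 0.835). Single members passed in 5 other lists. These were HSP17.5-E (-1.07 ± 0.24) of 36 heat shock and chaperone probe sets (median 0.07, adjusted p = 0.648), the omega-3 desaturase FAD3C (-0.85 ± 0.17) of 34 lipid probe sets (0.04, 0.633), CYSTATIN (1.21 ± 0.18) of 34 pathogenesis-related probe sets (0.18, 0.620), the jasmonate receptor COI1 (-1.22 ± 0.21) of 44 wounding and jasmonate probe sets (-0.55, 0.329), and RPS13 (0.85 ± 0.15) of 10 ribosomal probe sets (0.08, 0.620). After centring HSP17.5-E (-0.95 ± 0.24, adjusted p = 0.0721) and FAD3C (-0.74 ± 0.18, adjusted p = 0.0687) did not pass, and neither did TIR1C (0.0831) or MYB57 (0.0668). After quantile normalisation MYB57 (adjusted p = 0.0532), MYB118 (0.0568), CRY2B (0.065) and a PAE1 probe set (0.0716) did not pass. In the remaining 5 lists none passed in either limma fit. Medians and camera adjusted p were 0.06 and 0.845 for 27 cold and dehydration probe sets, -1.15 and 0.620 for 7 of senescence, 0.26 and 0.648 for 14 of abscisic acid and ethylene, -0.48 and 0.620 for 59 markers of other tissues, and 0.13 and 0.620 for 29 housekeeping references, whose mean was -0.23.

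Study-annotated members, chosen on these arrays, included further changes. Pseudo-response regulator 5 rose by 4.07 ± 0.47 and pseudo-response regulator 7 changed by -1.88 ± 0.24. MYB domain protein 62 rose by 3.39 ± 0.61, a carrot EP3-3 chitinase homolog by 2.50 ± 0.23, lipoxygenase 2 by 2.36 ± 0.43 and cinnamoyl-CoA reductase 1 by 1.93 ± 0.26. Ethylene-forming enzyme rose on 3 probe sets, by 1.56 ± 0.11 to 1.82 ± 0.20. Delta tonoplast integral protein, a vacuolar water channel, changed by -2.16 ± 0.27, and PIP2;4 rose by 1.75 ± 0.26. Reference genes in common use also rose, tubulin alpha-2 by 1.42 ± 0.24 and ubiquitin extension protein 1 by 0.87 ± 0.20 (adjusted p = 0.0661 after quantile normalisation). The MtN21/EamA-like transporter and PRP2 had been placed among markers of nodule and seed by their descriptions, although the first is a transporter family and the latter a wall protein.

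For 18 °C against 27 °C the constant-prior limma fit called 38 probe sets (22 higher, 16 lower) and the variance-trend limma fit 778 (469 higher, 309 lower), with 34 shared. With only the 6 arrays compared, or with the replicate number as a block, the constant-prior fit called 0 in each of the 3 comparisons. Of the 778, 646 had a mean of at least 10. After centring, the variance-trend split was 613 higher to 235 lower, 72.3% higher instead of 60.3%, and after quantile normalisation 390 to 355. The methods' t-test called 0 after adjustment, and 4133 probe sets had an unadjusted p under 0.05 in it, against 3877 and 4706 in the limma fits. Values of 6915 probe sets (18.9%) did not overlap, where chance gives 10%. At the study's thresholds the counts were 3 and 249 (157 higher, 92 lower) in the limma fits and 0 in the methods' t-test, which gave 930 at unadjusted p under 0.01 and more than 2-fold. Without single arrays the variance-trend count fell to between 387 and 475 for the 27 °C arrays, 388 for 18 °C replicate 1 and 455 for 18 °C replicate 2, and the constant-prior count to between 9 and 23 for all but 23 °C replicate 1 (39) and 18 °C replicate 3 (27).

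From 23 °C to 18 °C alpha-glucan phosphorylase 2, which breaks down glucans, rose by 3.63 ± 0.21 (adjusted p = 6.85e-05) and glucose-6-phosphate/phosphate translocator 2, which moves sugar phosphate into plastids, by 4.04 ± 0.37 (adjusted p = 0.00078). GIGANTEA rose by 2.17 ± 0.28 and pseudo-response regulator 5 by 2.62 ± 0.47, while COL10 changed by -1.17 ± 0.11. All of these but COL10 were named through the study's annotation, which is not independent evidence. COL10 was found through its array symbol, but it is also among the study-annotated clock probe sets, so it is not independent evidence either. Of the 28 starch and sugar probe sets found through array symbols 0 passed in either limma fit (median 0.09, camera adjusted p = 0.878), and of the 11 clock probe sets only COL10 passed (median -0.31, camera adjusted p = 0.878). Nitrite reductase 1 changed by -2.61 ± 0.21 and the probe set named NIR by -2.24 ± 0.27. The largest other named rises were a pterin dehydratase-like coactivator (4.67 ± 0.95), a CCT motif protein (4.09 ± 0.48) and the RNI-like protein (3.85 ± 0.51).

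Of the 20 study-annotated photosystem probe sets 18 were lower at 18 °C than at 23 °C (median -0.73), 14 after centring and 15 after quantile normalisation, and none of the 11 found through array symbols passed in either limma fit, 3 when adjusted over the list alone (median -0.34, camera adjusted p = 0.127). For these 11, camera with a variance trend, a test added after seeing the data, gave adjusted p = 0.00469, and camera with an estimated correlation gave adjusted p = 0.425. The omega-3 desaturases FAD3C (-1.51 ± 0.17) and FAD8.2 (-1.21 ± 0.19) fell, 2 of 34 lipid probe sets. Of 31 aquaporins PIP1-10 fell (-0.55 ± 0.11) and 30 did not pass, 2 rose and 6 fell when adjusted over the list alone, and 23 were lower (median -0.56). PIP1-10 stood at -0.44 ± 0.12 after centring and did not pass (adjusted p = 0.156), and fell by 0.56 after quantile normalisation. Camera gave adjusted p = 0.0261 for the aquaporins. With an estimated correlation it gave adjusted p = 0.425, after centring 0.0524, and with the replicate number as a block 0.082. Study-annotated delta tonoplast integral protein changed by -2.29 ± 0.27. Of 25 cell wall probe sets 3 rose, PRP2 (2.85 ± 0.49) and 2 of PAE1 (0.69 ± 0.13 and 0.56 ± 0.11), with 6 up and 1 down when adjusted over the list alone. Camera gave adjusted p = 0.0261, adjusted p = 0.425 with an estimated correlation and 0.127 without PAE1. Leaving out 1 array ended the cell wall call for 23 °C replicates 1 and 3 (adjusted p = 0.195 and 0.138) and each 18 °C replicate (0.0535 to 0.0938), and the aquaporin call for 23 °C replicates 2 and 3 (0.0951 and 0.156) and each 18 °C replicate (0.0598 to 0.0938). Single probe sets rose in 3 other lists, namely CCT-D (1.95 ± 0.33), RPS13 (0.79 ± 0.15, adjusted p = 0.0567 after quantile normalisation) and WRKY23 (1.18 ± 0.21).

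For 18 °C against 23 °C the constant-prior limma fit called 2 probe sets, both lower, the S-adenosylmethionine-dependent methyltransferase (-6.30 ± 0.88) and the ubiquinol-cytochrome c chaperone (-4.84 ± 0.85), each at adjusted p = 0.0134. Neither call held when any 1 of the 23 °C arrays was left out. The variance-trend limma fit called 345 (201 higher, 144 lower), both of these probe sets included. After centring the split was 292 higher to 99 lower (74.7% higher instead of 58.3%), and after quantile normalisation 190 to 160. Unadjusted p under 0.05 gave 3063 and 3823, and the methods' t-test called 3 after adjustment. Values of 5868 probe sets (16%) did not overlap, where chance gives 10%. At the study's thresholds the limma fits called 0 and 96 (63 higher, 33 lower), and the methods' t-test 0. The variance-trend count was 109 without 23 °C replicate 3, 215 without 23 °C replicate 1, and 146, 189 and 193 without 18 °C replicates 1, 2 and 3.

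Genes called at both 23 °C and 18 °C against 27 °C included the pyridoxal phosphate phosphatase-related gene, purple acid phosphatase 17, WRKY43, heat shock protein 21 and ethylene-forming enzyme among the rises and pseudo-response regulator 7, the thioredoxin and copper/zinc superoxide dismutase 1 among the falls. In the variance-trend fit 149 probe sets were called in the same direction at both temperatures (104 higher, 45 lower), 52.5% of the calls at 23 °C, and 2 in opposite directions. Independent lists of these sizes, drawn from all probe sets tested, would share 2.04 higher and 1.06 lower. Most calls lay among the bright probe sets, so lists drawn from those would share more. Unchanged groups that shared the 27 °C arrays gave a median of 0 and at most 1 in 100 simulations. Such groups yield almost no calls, so this does not measure what the shared arrays add among real calls. Without single arrays the count of 149 fell to between 56 and 88, except without 18 °C replicate 3 (122). The constant-prior fit shared 1, the unnamed probe set that fell at 23 °C, against 0 in the simulations. Across all probe sets, which are not independent replicates, the 23 °C and 18 °C differences correlated at r = 0.528 against a simulated 0.502, with a covariance of 0.833 against 0.581. Over the bright probe sets r was 0.614 against 0.502 and the covariance 0.252 against 0.0463. Part of the overlap may come from the shared 27 °C arrays, and how much was not measured.

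Of 11 transcription factor and stress genes that the study singled out, chosen on these samples, the variance-trend fit called 3 at each temperature against 27 °C. MYB173 changed by -1.10 ± 0.17 at 23 °C and -1.16 ± 0.17 at 18 °C, MYB118 by 1.23 ± 0.17 and 0.79 ± 0.17, and heat shock protein 21 by 2.23 ± 0.24 and 1.50 ± 0.24. After quantile normalisation MYB118 stood at 0.65 ± 0.15 at 18 °C and did not pass (adjusted p = 0.0568). The other 8 did not pass. Their differences at 18 °C were 5.29 ± 1.38 for NAC73, 4.14 ± 1.32 for MYB25, 0.90 ± 0.21 for NAC17, 0.89 ± 0.24 for WHIRLY2, 0.40 ± 0.12 for a WD40 repeat gene, -0.93 ± 0.49 for MYB16, -1.57 ± 0.76 for GATA9 and -1.94 ± 0.52 for WRKY70. NAC73 (0.86 to 2.61) and MYB25 (1.53 to 3.55) were dim at 27 °C, where sizes have little meaning. In 23 °C replicate 3 they stood at 7.35 and 7.4, well above the other 23 °C arrays. The constant-prior fit and the methods' t-test called 0 of the 11 in any comparison, and the variance-trend fit 0 for 18 °C against 23 °C. The study also stressed a chaperone DnaJ gene, which was left out when the 11 were fixed. None of the 5 study-annotated DnaJ probe sets passed in either limma fit, with differences at 18 °C from -0.87 ± 0.21 to 5.36 ± 1.31.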

Values the study reported

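The study reported 375 differentially expressed genes at 23 °C and 659 at 18 °C, at a corrected p below 0.01 and a change above 2-fold, with the genomic DNA threshold of 100 that left 59978 probe sets of the complete chip. With a threshold of 300, which left 36716 probe sets, it listed 254 and 372. At the threshold of 100, 204 genes at 23 °C were up-regulated and 171 down-regulated, and at 18 °C 403 and 257. Of them, 110 were shared by both temperatures, 76 up-regulated and 34 down-regulated.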

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

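The tests of the phosphate, clock and aquaporin patterns, and the variance-trend results as a second set beside the planned ones, were chosen only after the results were seen, while the counts over other splits of the arrays were planned. The clock test after centring and the bound for an aquaporin drift were also revised after earlier versions of them had been run. The 3 patterns arose from these data and what is said of them is hypothesis. SEs of medians in this part come from the spread between probe sets, treated as independent. They do not measure the spread between arrays or plants.

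Several results differed between the 2 lowered temperatures by the direct test of 18 °C against 23 °C. The cell wall and aquaporin lists did so with camera adjusted p = 0.0261 each, the first upward and the second downward. With an estimated correlation both gave adjusted p = 0.425. The cell wall gave 0.127 without PAE1, and the aquaporins gave 0.0524 after centring and 0.082 with the replicate number as a block. Each call ended without any 1 of the 18 °C arrays and without either of 2 of the 23 °C arrays, with adjusted p up to 0.195 and 0.156. An S-adenosylmethionine-dependent methyltransferase and a ubiquinol-cytochrome c chaperone were lower at 18 °C with adjusted p = 0.0134 each in the constant-prior limma fit. Both these calls ended with the replicate number as a block and with only the 6 arrays compared. They also ended without 27 °C replicate 2, any 1 of the 23 °C arrays, or 18 °C replicate 1 or 2. Response to low sulfur 2 was 0.73 higher at 23 °C and changed by -0.85 at 18 °C against 27 °C, and LOC100170705 changed by -1.09 and 0.87, each with adjusted p = 0.000714 between 18 °C and 23 °C in the variance-trend fit. Of 20 study-annotated photosystem probe sets, 18 were lower at 18 °C than at 23 °C in that fit. The study chose these on the same arrays, fewer were called after centring or quantile normalisation, and the constant-prior fit called 0.

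Study-annotated phosphate-related genes, purple acid phosphatase 17, SPX domain gene 1 and a pyridoxal phosphate phosphatase-related gene, rose at 18 °C with MYB domain protein 62, a transcription factor linked to phosphate starvation. The median rise of these 4 was 5.40 after centring, against a bound of 1, and at least 5.01 when any 1 array was left out. A shift of array medians thus does not account for it, and it does not rest on a single array. Both checks were weak, because that shift was only -0.12 and these genes were picked as changed on these arrays. Centring does not address other effects of normalisation. A phosphate shortage response, as could follow from time in the pot or from cold, would also raise markers that were not picked from these arrays. The 11 such probe sets (SPX3, PHT1 and purple acid phosphatases) had a median of -0.32 with an SE between probe sets of 0.56, 5 up and 6 down. In either fit 0 passed, and a median within this SE of 0 leaves a phosphate shortage response open. Most were purple acid phosphatases, while SPX3 stood at 3.19 ± 1.56, PHT1-3 at 1.86 ± 0.49 and PHT1-8 at -0.67 ± 0.70. Time in the pot and temperature cannot be told apart in this design.

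Among clock genes GIGANTEA and pseudo-response regulator 5 rose at 18 °C while pseudo-response regulator 7 fell. A later clock phase or sampling hour might raise evening genes and lower morning genes. The evening median minus the morning median was 1.71 with an SE between probe sets of 1.50. Pseudo-response regulator 7 was counted in neither group, and its 2 probe sets stood at -1.88 ± 0.24 and -1.90 ± 0.79. Such a shift stays open, because the 2 rising evening genes were picked by the study on these arrays. LUXC stood at -0.47 ± 1.35 and 0.10 ± 1.14, and the 3 morning probe sets had a median of 0.10. The morning probe sets were LCL3 (0.10 ± 1.32) and LHY (0.49 ± 0.77 and -0.45 ± 0.93). None of the LUXC, LCL3 and LHY probe sets had a mean of at least 10, and with such SEs they could not show a moderate shift. After centring the changes of GIGANTEA, pseudo-response regulator 5 and pseudo-response regulator 7 were 3.65 ± 0.29, 4.18 ± 0.48 and -1.76 ± 0.23 (SE, n = 3). The smallest size, 1.76, stayed above the bound of 1, so a shift of array medians is not the whole cause. That shift was only -0.12, so this check could hardly have come out otherwise, and it does not address other effects of normalisation. Sampling hours are not given in the sources used here, and a direct effect of temperature was not tested apart from them.

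Aquaporins lay higher at 23 °C (adjusted p = 0.0169, and adjusted p = 0.494 with an estimated correlation) and not at 18 °C. A steady drift with leaf age or time in the pot would keep or extend the rise. The median from 23 °C to 18 °C was instead -0.56 with an SE between probe sets of 0.19, 23 of 31 lower (adjusted p = 0.425 with an estimated correlation). This median largely restates the pattern itself, so a drift stays open. After centring the median was -0.45 with the same SE of 0.19, and the list's adjusted p moved from 0.0261 to 0.0524, so normalisation stays open, and why the call ended was not tested. A non-monotonic response to temperature remains a possible explanation that was not tested apart from sampling order.

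Each comparison of 3 arrays with 3 allows 10 splits, too few for a share under 0.05. In the constant-prior limma fit the real and the highest other counts were 1 and 9 for 23 °C against 27 °C, where 8 splits gave at least as many calls as the real one, 38 and 5 for 18 °C against 27 °C, where 1 did, and 2 and 6 for 18 °C against 23 °C, where 4 did. In the first and last comparisons some other splits gave several times the real count. All of these counts are small, as this fit makes few calls, and the cause was not tested. In the variance-trend fit the real counts were 284, 778 and 345 and the highest others 2, 0 and 2, with 1 split, the real one, as large in each.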

How the results depend on the processing

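The combined variance-trend fits, the filters on dim probe sets, camera with a variance trend, the cell wall list without PAE1 and the list fits without single arrays were chosen after the results were seen. No named, called gene changed direction in any setting run, but some splits and list medians did. The constant-prior split at 18 against 27 °C, 22 higher to 16 lower, became 5 to 9 without 23 °C replicate 3. It became 1 to 8, 6 to 11 and 11 to 16 without 18 °C replicates 1, 2 and 3. At the study's thresholds it was 0 to 3. The variance-trend split at 23 against 27 °C, 159 to 125, became 76 to 79 without 23 °C replicate 1, and that at 18 against 23 °C, 201 to 144, became 94 to 95 without 18 °C replicate 2. After centring, the medians at 18 against 27 °C went from -0.07 to 0.05 for the clock and from -0.04 to 0.08 for auxin and gibberellin. Those at 18 against 23 °C went from -0.07 to 0.04 for transcription factors and from -0.03 to 0.08 for wounding and jasmonate. For heat shock proteins and chaperones the latter median went from -0.01 to 0.1. Counts are given in the order 23 against 27, 18 against 27 and 18 against 23 °C. In the constant-prior limma fit they were 1, 38 and 2, and 0, 0 and 0 with only the 6 arrays compared, 0, 3 and 0 at the study's thresholds, 29, 276 and 72 for probe sets above the median mean, 472, 1183 and 583 for the 7017 with a mean of at least 10, and 284, 778 and 345 with the variance trend. The methods' t-test gave 1, 0 and 3. In the variance-trend fit the counts were 159 (23 against 27) and 160 (18 against 23) with 6 arrays, 524, 1322 and 798 at a mean of at least 10, and 64, 249 and 96 at the study's thresholds. Fewer tests and one less variable set of probe sets accompany the filtered counts, fewer samples the 6-array counts, and for the others the cause was not tested. Centring and quantile normalisation kept each count within 1.5 times.

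The overlap of 1 became 0 at the study's thresholds and 149 with the variance trend, and the overlap of 149 became 39 at those thresholds. The number of lists called (1, 1 and 2) became 0, 0 and 0 with an estimated correlation, 2 for 23 against 27 °C and 3 for 18 against 23 °C, photosystems added, with camera's variance trend, 2 for 23 against 27 °C (the cell wall at adjusted p = 0.0231, or 0.631 with an estimated correlation) and 0 for 18 against 23 °C without PAE1, and 1 for 18 against 23 °C after centring. With an estimated correlation adjusted p was 0.494 for aquaporins at 23 °C, 0.202 for the cell wall at 18 °C, and 0.425 for both between 18 and 23 °C. Without PAE1 the cell wall gave 0.127 there, and centred aquaporins 0.0524. The study's genes went from 0 to 3 calls at each lowered temperature with the variance trend. For these the cause was not tested.

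The authors sampled the same plants at each temperature, but whether the replicate numbers follow the plants is not known. Deviations of same-numbered arrays correlated at -0.01 to 0.01 over all probe sets and -0.03 to 0.21 over bright ones. No correlations of different-numbered arrays were set beside these, so they cannot decide whether the numbers pair the samples. With the replicate number as a block, the constant-prior counts were 0, 0 and 0, the overlap 0, the lists called between 18 and 23 °C 1, and the aquaporins' adjusted p there 0.082. The variance-trend counts with the block were 230, 698 and 282, and it changed no other list call.

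Leaving out 1 array gave 0 to 5, 9 to 39 and 0 to 5 calls in the constant-prior fit, 96 to 248, 387 to 857 and 109 to 265 in the variance-trend fit, overlaps of 0 to 4 and 56 to 122, and 0 to 2, 1 to 1 and 0 to 2 lists. Adjusted p ranged from 0.0121 to 0.162 for aquaporins at 23 °C, 8.63e-07 to 0.000293 for the cell wall at 18 °C, and 0.004 to 0.195 for the cell wall and 0.0233 to 0.156 for aquaporins between 18 and 23 °C. Of the values of named, called genes over all settings, 158 stayed called and 176 did not in the constant-prior fit, and 1764 and 681 in the variance-trend fit. Filters on probe sets of other organisms or on genomic DNA were not run, because the table used here held 0 such probe sets and 0 genomic DNA values. The unfiltered set is the set reported. The dim range limits what can be seen, with a replicate SD of 1.70 at means of 4 to 6 against 0.18 above 14.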

Other observations

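Of the tests in this part, the variance-trend counts at the study's thresholds and the scaled values of single genes were chosen only after the results were seen, as was the weight given to the variance-trend fit. The genes below were taken from the gene lists by the fixed rule.

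Of 68 antioxidant probe sets found through array symbols 64 did not pass at 18 °C, and of 20 that the study annotated, chosen on these arrays, 7 rose and 5 fell. On probe sets of one soybean cluster, copper/zinc superoxide dismutase 1 changed by -1.49 ± 0.19 (SE, n = 3) at 23 °C on the second of its probe sets and SOD1 by -4.27 ± 0.97 at 18 °C, where it did not pass after centring (adjusted p = 0.0543) and 1 array (4.05) lay well below the other 2, while the iron superoxide dismutase SODB rose by 1.25 ± 0.21 and 1.47 ± 0.21 (variance-trend limma fit). Among the study-annotated members a pair of peroxidase genes rose at 18 °C by 3.43 ± 0.46 and 2.16 ± 0.28. Between 23 °C and 18 °C a thioredoxin family gene rose on 2 probe sets (1.30 ± 0.14 and 1.21 ± 0.14) while another thioredoxin superfamily gene changed by -0.96 ± 0.15.

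Ribosomal genes that the study annotated, chosen on these arrays, were mostly not called at 18 °C against 23 °C. Ribosomal protein S4 rose by 0.86 ± 0.16 and an L1p/L10e family gene by 0.72 ± 0.14, while plastid ribosomal protein L11 changed by -0.76 ± 0.14, and 10 of 13 did not pass. After centring the L11 difference was -0.65 ± 0.16 and did not pass (adjusted p = 0.102). A member of the auxin efflux carrier family rose by 1.98 ± 0.35 and expansin A8, which loosens cell walls, changed by -2.17 ± 0.44 in the same comparison, or -2.06 ± 0.46 after centring, where it did not pass (adjusted p = 0.0664).

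The counts below are not like for like with those of the study. Its counts come from a probe selection on genomic DNA at a chosen threshold over the complete chip, while the threshold behind the table used here is not stated. Here 36578 probe sets were tested, and how many the study tested after its filter for present calls is not given. At the study's thresholds 0 probe sets were called at 23 °C and 3 at 18 °C in the constant-prior limma fit, and 64 and 249 in the variance-trend fit. These are lower than the values quoted from the study above. Without adjustment the constant-prior fit gave 2813 and 3877 at p under 0.05, and the methods' t-test gave 618 and 930 at p under 0.01 and more than 2-fold. These are higher than the values quoted from the study above, which used a corrected p below 0.01 and a change above 2-fold. The 2813 and 3877 carried no fold limit. Of the 64, 39 were higher and 25 lower, and of the 249, 157 and 92. Each is lower than the value quoted from the study above. The number shared by both temperatures was 0 and 39 in the respective fits, 29 higher and 10 lower in the latter. These are lower than the values quoted from the study above. The study also kept only probe sets called present on all arrays, a filter not used here. Its authors further compared their top array genes with RNA-seq of the same RNA samples and reported matching changes for part of them. Those reads were not examined here.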
